# miR-296-3p, miR-298-5p and their downstream networks are causally involved in the higher resistance of mammalian pancreatic α cells to cytokine-induced apoptosis as compared to β cells

**DOI:** 10.1186/1471-2164-14-62

**Published:** 2013-01-29

**Authors:** Davide Barbagallo, Salvatore Piro, Angelo G Condorelli, Loriana G Mascali, Francesca Urbano, Nunziatina Parrinello, Adelina Monello, Luisa Statello, Marco Ragusa, Agata M Rabuazzo, Cinzia Di Pietro, Francesco Purrello, Michele Purrello

**Keywords:** Mammalian pancreatic α and β cells, microRNA transcriptome, Proinflammatory cytokines, Apoptosis, Cellular networks, Diabetes mellitus

## Abstract

**Background:**

The molecular bases of mammalian pancreatic α cells higher resistance than β to proinflammatory cytokines are very poorly defined. MicroRNAs are master regulators of cell networks, but only scanty data are available on their transcriptome in these cells and its alterations in diabetes mellitus.

**Results:**

Through high-throughput real-time PCR, we analyzed the steady state microRNA transcriptome of murine pancreatic α (αTC1-6) and β (βTC1) cells: their comparison demonstrated significant differences. We also characterized the alterations of αTC1-6 cells microRNA transcriptome after treatment with proinflammatory cytokines. We focused our study on two microRNAs, miR-296-3p and miR-298-5p, which were: (1) specifically expressed at steady state in αTC1-6, but not in βTC1 or INS-1 cells; (2) significantly downregulated in αTC1-6 cells after treatment with cytokines in comparison to untreated controls. These microRNAs share more targets than expected by chance and were co-expressed in αTC1-6 during a 6–48 h time course treatment with cytokines. The genes encoding them are physically clustered in the murine and human genome. By exploiting specific microRNA mimics, we demonstrated that experimental upregulation of miR-296-3p and miR-298-5p raised the propensity to apoptosis of transfected and cytokine-treated αTC1-6 cells with respect to αTC1-6 cells, treated with cytokines after transfection with scramble molecules. Both microRNAs control the expression of IGF1Rβ, its downstream targets phospho-IRS-1 and phospho-ERK, and TNFα. Our computational analysis suggests that MAFB (a transcription factor exclusively expressed in pancreatic α cells within adult rodent islets of Langerhans) controls the expression of miR-296-3p and miR-298-5p.

**Conclusions:**

Altogether, high-throughput microRNA profiling, functional analysis with synthetic mimics and molecular characterization of modulated pathways strongly suggest that specific downregulation of miR-296-3p and miR-298-5p, coupled to upregulation of their targets as IGF1Rβ and TNFα, is a major determinant of mammalian pancreatic α cells resistance to apoptosis induction by cytokines.

## Background

Insulitis is an inflammation of pancreatic Langerhans islets, which is known to precede the onset of diabetes mellitus (DM) [1,2]. Post-insulitis decrease of pancreatic β cells is a major hallmark of both type 1 (T1DM) and type 2 diabetes mellitus (T2DM) [3-5]. It is associated to α cells dysfunctions and high glucagon secretion, which contribute to chronic hyperglycemia and ensuing clinical outcomes in DM [6,7]. Accordingly, efforts to increase our knowledge on the biomolecular mechanisms regulating proliferation, physiopathological functions, and apoptosis of α cells will likely result in improved medical approaches to the disease. The pathways leading to mammalian β cell apoptosis, induced by proinflammatory cytokines, are complex but sufficiently known [8,9]. On the contrary, the molecular bases of α cells higher resistance than β to the same cues are still largely uncharacterized [10-12]. Pancreatic α and β cells share common endocrine precursors (Ngn3^+^ cells), but upon differentiation they respond differently to external stimuli as proinflammatory cytokines, glucagon-like peptide 1 (GLP1), and inhibitors of dipeptidyl peptidase-4 (DPP-4) [12-14]. MicroRNAs (miRNAs) are small (19–25 nucleotides) noncoding RNAs, which control gene expression mainly at the post-transcriptional level: miRNAs have been shown to be master regulators of cell networks [15,16]. Many miRNAs are involved in DM physiopathology: for instance, miR-375 controls β cell mass and insulin secretion [17]; miR-21 and miR-146a are involved in β-cell apoptosis [18]; miR-30d promotes insulin synthesis and protects β cells from damage by proinflammatory cytokines [19]; miR-126 is responsible for impaired angiogenetic signaling in DM patients [20]. However, there are no high-throughput (HT) published data on α cells miRNA transcriptome at steady state, its comparison with β cells steady state miRNA transcriptome, and its alterations following treatment with cytokines. To discover new physiopathologic regulatory mechanisms, specific of cytokine-treated pancreatic cells, we profiled global miRNAs expression in two mouse pancreatic cell lines (αTC1-6 and βTC1) at steady state and in αTC1-6 after treatment with proinflammatory cytokines IFN-γ, IL-1β, TNF-α. This analysis brought to the identification of: (1) differentially expressed (DE) miRNAs between αTC1-6 and βTC1 at steady state; (2) DE miRNAs between αTC1-6 treated with cytokines and matched untreated controls. To insert our data in the appropriate biological context, we reconstructed the molecular networks regulated at steady state by DE miRNAs in α and β cells. Our results demonstrate that these networks are remarkably different: very likely, they increase α cells resistance to apoptosis and negatively interfere with pancreatic β cells viability after exposure to cytokines.

## Results

### Apoptosis induction by cytokines in αTC1-6 and βTC1 cells

To verify the differential response of αTC1-6 and βTC1 cells to treatment with cytokines, we assayed their propensity to undergo apoptosis during a time course experiment (6-24-48 h after treatment, PT). The number of apoptotic αTC1-6 cells did not significantly vary with respect to controls for the entire time course (Figure 1A), demonstrating that in our system α cells appear to withstand apoptosis induction by cytokines; on the contrary, βTC1 cells are clearly more susceptible to treatment (Figure 1B).

**Figure 1:**
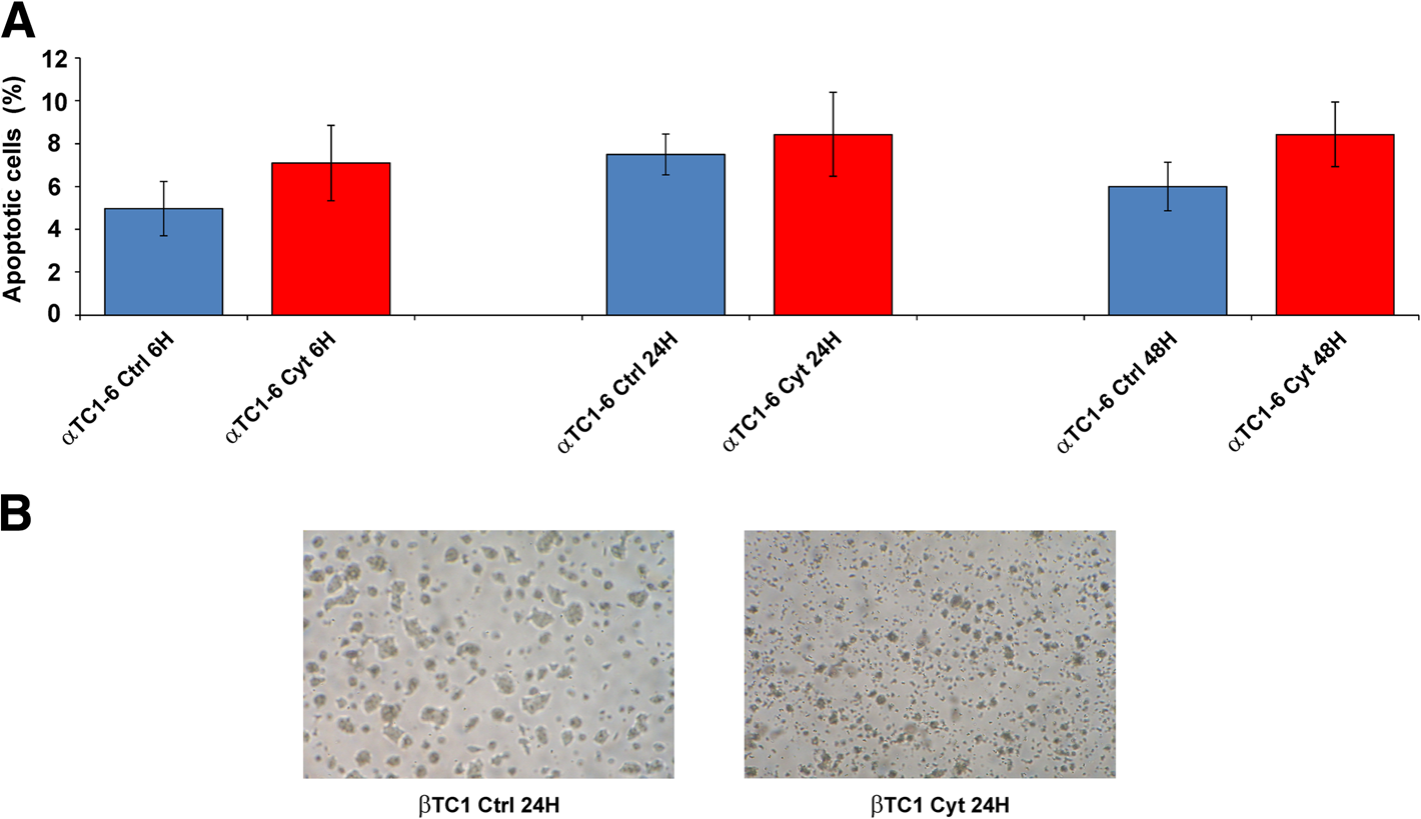
**Apoptosis of αTC1-6 and βTC1 after treatment with cytokines. (A)** Annexin V flow cytometric analysis of apoptosis in αTC1-6 treated with IFN-γ, IL-1β, TNF-α for 6, 24, 48 h and in matched untreated controls. Values represent the percentage of apoptotic cells. Data are presented as mean ± S.D. of three independent experiments (n = 3). **(B)** Microphotographs of βTC1 at steady state (left) and 24 h PT (right). Cell shrinkage and irregular morphology are evident in βTC1 after 24 h of treatment. Representative pictures are shown from three independent experiments (n = 3).

### Steady state miRNA transcriptome profiles of αTC1-6 and βTC1 cells

To identify miRNAs potentially responsible for αTC1-6 resistance to cytokines, we analyzed the steady state miRNA transcriptome of αTC1-6 and βTC1 cells. 

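αTC1-6 and βTC1 are mouse cell lines derived from pancreatic tumours, which make glucagon and insulin, respectively. MiRNAs were measured by real-time PCR on a pair of TaqMan low density arrays, cards A and B. The deposited tables hold 584 miRNA assays, 375 on card A and 209 on card B, and 67 of them are for rat miRNAs. Each well gives a threshold cycle (Ct), the PCR cycle at which the signal of the assay crosses a set level, so that a lower Ct stands for more miRNA. There are 15 samples, 3 replicates of each of 5 conditions. Steady state was read from the untreated αTC1-6 and βTC1 harvested at 24 h. The other conditions are αTC1-6 treated with IL-1β at 50 IU/ml, IFN-γ at 1000 IU/ml and TNF-α at 1000 IU/ml for 24 or 48 h, and untreated αTC1-6 at 48 h. The authors deposited a non-normalized table of Ct values and a normalized table of ΔCt, in which undetermined wells carry a Ct of 40. The deposited ΔCt is the Ct of an assay minus the Ct of miR-26a in the same sample, whereas the methods of the paper name multiple reference genes. Differences between groups were computed from these ΔCt values with limma on the log2 scale, on which 1 unit is 1 cycle, and p-values were adjusted within each card by the Benjamini-Hochberg method. An assay entered a comparison when at least 3 of its 6 samples had a Ct under 40. With 3 samples against 3, a two-sided exact permutation test cannot give a p-value below 0.1. On card A, between 236 and 258 miRNAs per sample had a Ct in αTC1-6 at steady state and between 242 and 276 in βTC1. On card B, these ranges were 158 to 177 and 169 to 181. Between 59 and 85 card A wells in each of the 9 samples of 24 h had a Ct in the non-normalized table and were undetermined in the normalized table, against 0 or 1 well in each of the 6 samples of 48 h. The number of replicates limits the precision of all values.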

At steady state, 23 miRNAs were exclusively expressed in αTC1-6 (α-miRNAs), while 26 were expressed only in βTC1 (β-miRNAs); 50 miRNAs resulted significantly more expressed in αTC1-6 than in βTC1, whereas 74 were significantly more expressed in βTC1 compared to αTC1-6 (Limma test, Benjamini-Hochberg adjusted p-values < 0.05) (see Additional file 1). 

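Among the deposited ΔCt values, 18 miRNAs had a Ct in all 3 αTC1-6 samples and in no βTC1 sample, and 27 had a Ct in all 3 βTC1 samples and in no αTC1-6 sample. The lists of the paper share 13 and 17 miRNAs with these. Of 480 miRNAs tested with limma, 142 had an adjusted p-value under 0.05, and all miRNAs found in a single line were among them. Without the miRNAs found in a single line, 39 were higher in αTC1-6 and 58 were higher in βTC1, and 31 and 48 of these are in the corresponding lists of Additional file 1. Requiring a Ct in every sample moved the total most, to 81 of the 326 miRNAs that could then be tested. Leaving out αTC1-6 replicate 3, βTC1 replicate 1 or βTC1 replicate 2 gave 94 miRNAs. The median log2 difference (αTC1-6 over βTC1) over all miRNAs tested was -0.52 relative to miR-26a, -0.83 relative to U6 and small nucleolar RNAs and -0.37 without normalization. Relative to miR-26a, it ranged from -0.80 without αTC1-6 replicate 1 to -0.049 without βTC1 replicate 2. Among the miRNAs found only in αTC1-6, the lowest Ct values belonged to miR-335-3p, miR-335-5p, miR-467c, miR-467e* and miR-431. Set against the Ct of 40 that the normalized table gives to βTC1, their log2 differences were 17.55, 17.45, 16.82, 15.53 and 15.51, respectively. Among those found only in βTC1, the lowest Ct values belonged to miR-10a, miR-216b, miR-10b, miR-221 and miR-743a, with log2 differences of -19.92, -17.44, -16.03, -15.84 and -15.74. Only those of miR-467e*, miR-431 and miR-10b are bounds in both tables. With the Ct values of the non-normalized table, an alternative chosen after they were seen, the log2 difference was 4.11 for miR-335-3p, 8.64 for miR-335-5p, 3.51 for miR-467c, -9.87 for miR-10a, -14.75 for miR-216b, -9.31 for miR-221 and -7.49 for miR-743a, and of these 7 only miR-335-3p and miR-216b kept an adjusted p-value under 0.05. In the non-normalized table, 11 of the 18 had a Ct in all 3 βTC1 samples (median 27.6 cycles), and 9 of the 27 had a Ct in all 3 αTC1-6 samples.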

Their assignment to specific families is shown in Additional files 2 and 3.

### Treatment with cytokines alters αTC1-6 miRNA transcriptome profiles

After treatment with cytokines for 48 h, 3 miRNAs (miR-146a, miR-203, miR-298-5p) were significantly differentially expressed in αTC1-6 as compared to matched untreated controls (Limma test, Benjamini-Hochberg adjusted p-values < 0.05) (see Additional file 4). 

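Of 534 miRNAs tested at 48 h PT, 3 had an adjusted p-value under 0.05 (limma), namely miR-146a, miR-448 and miR-351. An unadjusted p-value under 0.05 was found for 60. This number was 24 relative to U6 and small nucleolar RNAs, 34 without normalization and 35 after median centring. Under the other alternatives it was 53 to 63, apart from the replicate block. The median log2 fold change over all miRNAs tested was -0.51 relative to miR-26a and 0.17 after centring each sample on its median. It was -0.069 relative to U6 and small nucleolar RNAs. Relative to miR-26a, it ranged from -0.73 without cytokine-treated replicate 1 to -0.29 without untreated replicate 1. The ΔCt of miR-146a was 4.00 ± 0.0250 (SD, n = 3) in untreated and 0.177 ± 0.184 (SD, n = 3) in treated αTC1-6, a log2 fold change of 3.82 (standard error 0.268, adjusted p-value 0.00458). Its adjusted p-value lay between 0.000435 and 0.250 over the alternative settings, with 0.250 on Ct values without normalization, and it was 0.0744 without cytokine-treated replicate 2 and 0.0844 without cytokine-treated replicate 3. In the untreated samples the Ct values of miR-146a (22.971, 20.953 and 21.973) all lay just below whole cycles. So did those of miR-26a (18.977, 16.975 and 17.945). The SD of 0.0250 may therefore understate the spread between replicates. MiR-203 had a ΔCt of 6.55 ± 0.522 (SD, n = 3) in untreated and 4.01 ± 0.662 (SD, n = 3) in treated cells. Its log2 fold change of 2.54 (standard error 0.499) had an adjusted p-value of 0.207, which fell to 0.0249 in a fit over all 15 samples and lay between 0.0249 and 0.318 over the alternatives. MiR-298-5p, listed as miR-298 in the tables, had a ΔCt of 6.58 ± 0.307 (SD, n = 3) in untreated and 9.77 ± 0.633 (SD, n = 3) in treated cells. This is a log2 fold change of -3.19 (standard error 0.439) with an adjusted p-value of 0.0610, and the adjusted p-value lay between 0.00814 and 0.895 over the alternatives. It was under 0.05 in 4 of them, which were the fit over all 15 samples (0.00814), a prior variance that follows the mean (0.0325), a Ct required in every sample (0.0436) and Ct values above 35 set to 35 (0.0494). For each of these 3 miRNAs, every treated sample lay on the same side of every untreated sample (exact permutation test, p = 0.1). MiR-448 and miR-351 had no Ct in the untreated samples of either table. Their log2 fold changes of 14.68 and 11.32 are lower bounds only where these wells hold no product. With Ct values above 35 set to 35 they were 9.68 and 6.32. In the non-normalized table, miR-351 had a Ct (27.3) in only 1 untreated sample of 24 h. The plant negative control, an assay without a target in mouse cells, also amplified at 48 h. Its Ct on card A was 26.5, 25.8 and 16.3 in treated and 33.0, 28.2 and 26.4 in untreated replicates 1 to 3. Nonspecific amplification of both miRNAs in treated samples is therefore not excluded. In the fit over all 15 samples miR-351 did not pass, with an adjusted p-value of 0.0735 in a range from 0.00281 to 0.0740 over the alternatives. When treated and untreated samples were paired by replicate number as a block, 0 miRNAs passed and 121 had an unadjusted p-value under 0.05. No miRNA passed without cytokine-treated replicate 2 or replicate 3 either, with 44 and 37 at an unadjusted p-value under 0.05, but miR-448 and miR-351 could not be tested without a treated sample. Without untreated replicate 1, 5 passed, and without untreated replicate 2 or 3, 3 passed. Without cytokine-treated replicate 1, 4 passed, of which 1 (miR-146a) was higher and 3 were lower in treated cells. With all samples, 3 were higher and 0 lower.

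**Figure D1:**
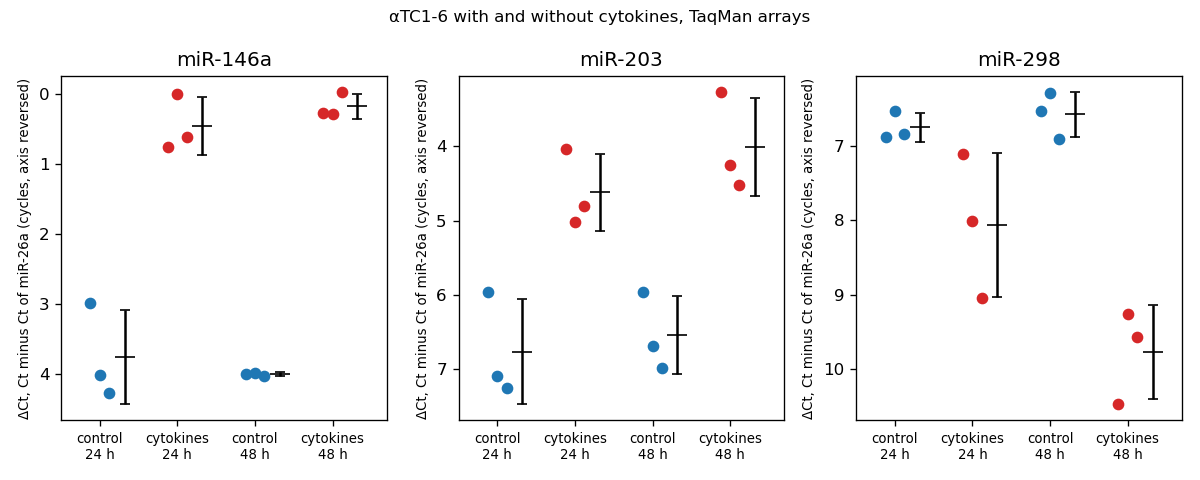
ΔCt relative to miR-26a (in cycles, axis reversed so that higher expression is at the top) of miR-146a, miR-203 and miR-298 in αTC1-6 at 24 and 48 h, untreated (blue) and treated with cytokines (red). Each dot is 1 replicate and each bar the mean with its SD (n = 3), and at 48 h the treated samples of miR-146a lie near a ΔCt of 0.177 and the untreated samples near 4.00.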

Their assignment to specific families is shown in Additional file 5.

### MiRNAs 296-3p and 298-5p are reliable candidates for involvement in αTC1-6 higher resistance than β cells to apoptosis induction by cytokines

To identify miRNAs whose functions could explain the differential response to cytokines of pancreatic α and β cells, we specifically focused our attention on miR-296-3p and miR-298-5p. Both miRNAs are expressed at steady state only in αTC1-6, but are not synthesized in βTC1 (Figure 2A); both are part of the imprinted Gnas/GNAS clusters in mice and humans and share more targets than expected by chance (44 versus 33, respectively; p = 0.0485, *χ*^2^-test), even though their seed regions are different: this suggests common regulatory functions. 

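On the arrays at steady state, miR-296-3p had a Ct of 27.0 ± 1.04 and a ΔCt of 8.93 ± 0.524 (SD, n = 3) in αTC1-6. The corresponding values of miR-298-5p were 24.8 ± 0.928 and 6.75 ± 0.195 (SD, n = 3). Both assays are undetermined in all 3 βTC1 samples of the normalized table. Against a Ct of 40 in βTC1, the log2 differences are 12.85 for miR-296-3p (standard error 0.545) and 15.03 for miR-298-5p (standard error 0.491), which are lower bounds only where the undetermined wells hold no product. They stayed between 12.51 and 13.11 and between 14.69 and 15.29, respectively, with each βTC1 sample left out in turn. As all βTC1 wells carry a Ct of 40, these ranges reflect only the Ct of miR-26a and show no stability of either miRNA. The spread in βTC1 that enters the standard errors is likewise that of miR-26a (SD 0.617). Without any one of the αTC1-6 samples, neither miRNA had enough Ct values to be tested. The non-normalized table holds Ct values for both assays in βTC1, 26.3, 23.9 and 22.8 cycles for miR-296-3p and 25.0, 26.0 and 25.5 cycles for miR-298-5p in replicates 1 to 3. With these Ct values, an alternative chosen after they were seen, the log2 difference of miR-296-3p was -2.80 (adjusted p-value 0.0923, limma), the opposite direction, and that of miR-298-5p was 0.52 (adjusted p-value 0.577). Over all alternatives, the adjusted p-values of these differences lay between 3.96e-09 and 0.0923 for miR-296-3p and between 2.31e-10 and 0.577 for miR-298-5p. The amplification plots of Figure 2A are not analysed here. From expression in αTC1-6 only, the shared Gnas cluster and the number of shared targets, the paper proposes that both miRNAs have common regulatory functions.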

Single TaqMan gene expression assays (STAs) during a time course analysis (6-12-24-48 h) showed a highly significant downregulation of miR-296-3p in αTC1-6 cells at 24 and 48 h PT, compared to matched untreated controls (Student’s *t*-test, Bonferroni adjusted p-value < 0.01). Mir-298-5p resulted significantly downregulated starting at 12 h PT and reached a highly significant downregulation at 48 h PT, compared to matched untreated controls: Student’s *t*-test, Bonferroni adjusted p-values, were <0.05 and <0.01, respectively (Figure 2B). Both miRNAs were co-expressed in αTC1-6 cells throughout the entire experimental time course (r-value = 0.88, p-value = 1.15e-08, Pearson’s correlation test) (see Additional file 6). STAs confirmed that they are not expressed either in βTC1 or INS-1 cells.

**Figure 2:**
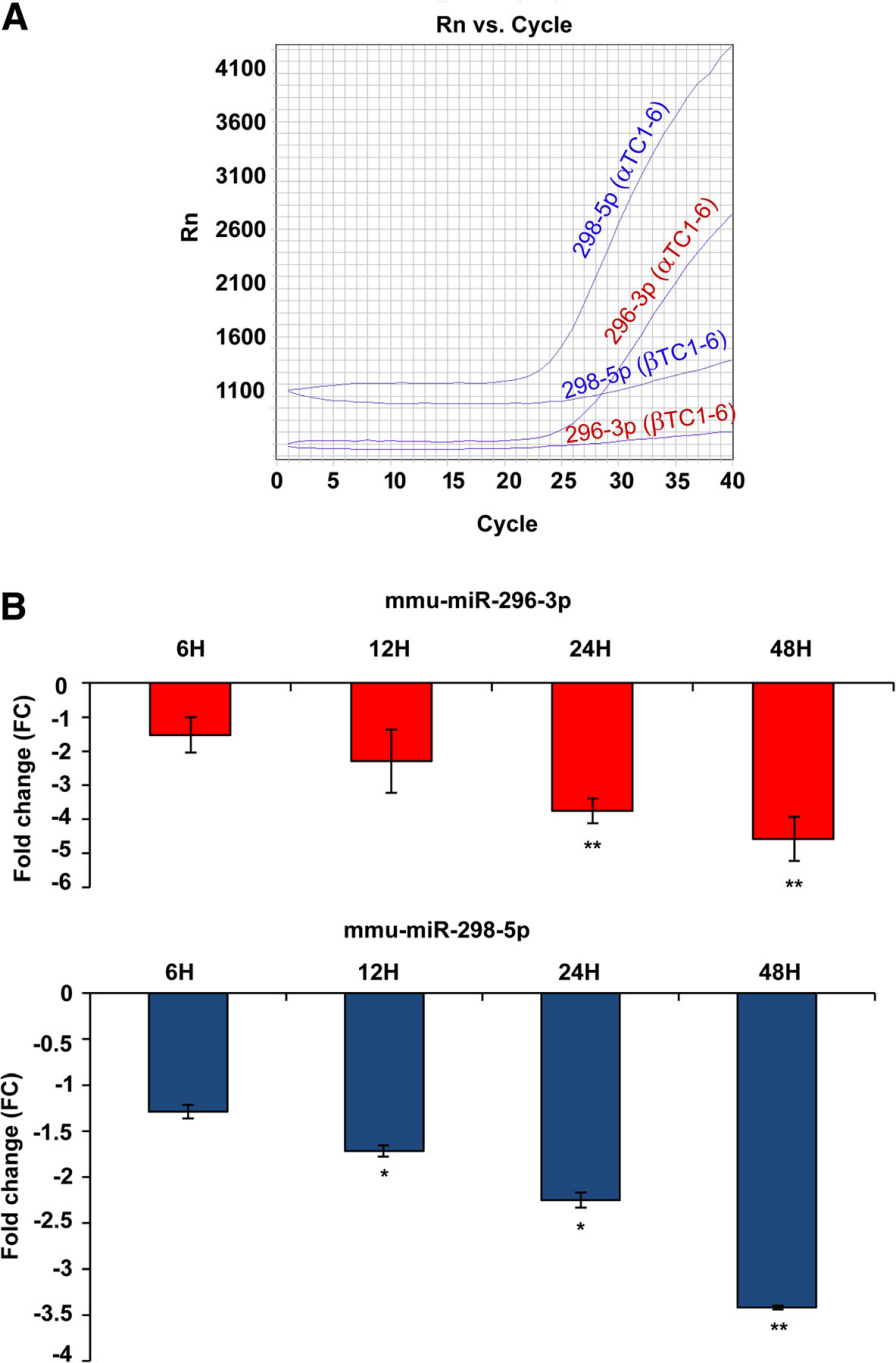
**Expression of miR-296-3p and miR-298-5p in αTC1-6 and βTC1. (A)** Real-time PCR amplification plot of miR-296-3p and miR-298-5p in αTC1-6 and βTC1 at steady state. Note that both miRNAs are not expressed in βTC1. Plot image is representative of three independent experiments (n = 3). **(B)** Gene expression fold changes of miR-296-3p and miR-298-5p in αTC1-6 at 6, 12, 24, 48 h PT, relative to matched untreated cells. MiRNAs expression was measured by quantitative real-time PCR. MiR-26a was used as endogenous control. Data are reported as mean ± S.D. of three independent experiments (n = 3). * p-value < 0.05; ** p-value < 0.01 (Student’s *t*-test, Bonferroni correction).

### Genomics of genes encoding miR-296-3p, miR-298-5p, *Nespas* and identification of upstream CpG islands

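In the RefSeq gene table of the mouse assembly GRCm38.p6, the miRNA genes Mir296 and Mir298 are consecutive entries on chromosome 2. They are followed by the antisense RNA gene Gnasas1, for which Nespas is given as another name, and by the protein-coding gene Gnas. The hairpin of Mir296 also gives miR-296-5p, which had a Ct in both lines at steady state. Its ΔCt was 0.888 ± 0.771 (SD, n = 3) in αTC1-6 and 7.71 ± 0.650 (SD, n = 3) in βTC1. The log2 difference of 6.82 (αTC1-6 over βTC1, standard error 0.619) had an adjusted p-value of 0.000304 (limma), and all 3 αTC1-6 samples were above all 3 βTC1 samples.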

Genes encoding miRNAs 296-3p and 298-5p are clustered in a genomic region, which also comprises the gene for the noncoding transcript *Nespas* and is imprinted in mice and humans [21]. Sequences of mature miR-296-3p are 100% conserved between rodents and humans, whereas those of miR-298-5p are 74% identical. Analysis of this region through UCSC browser revealed the presence of two clusters of CpG islands: (i) one comprises two CpG islands, from 17.5 to 18.8 kb upstream the first nucleotide of pre-miR-296, and is located 9.2 and 10 Kb downstream *Nespas* transcription start site (TSS); (ii) the other is made of three CpG islands from 30.1 to 33.6 Kb upstream the first nucleotide of pre-miR-296 and is located 1.8-5 kb upstream *Nespas* TSS (see Additional file 7). MatInspector revealed a putative *Nespas* promoter located 500 bp upstream-100 bp downstream its TSS.

### αTC1-6 transfection with mimics of miR-296-3p and miR-298-5p increases apoptosis levels induced by cytokines

To precisely define miR-296-3p and miR-298-5p biological functions, we compared apoptosis levels of αTC1-6 cells, transfected with either one or both miRNA mimics and treated with cytokines for 6, 24, 48 h after transfection (AT), with those of scramble-transfected αTC1-6 cells treated with cytokines by following a similar protocol. The percentage of apoptotic αTC1-6 cells after transfection with mimics of miR-296-3p was comparable to scramble-transfected controls during the entire time course treatment. On the other hand, transfection with mimics of miR-298-5p or of both miR-296-3p and miR-298-5p increased in a highly significant manner the number of αTC1-6 apoptotic cells, compared to matched scramble-transfected controls: 1.5 and more than 2.5 folds at 24 h PT, respectively (Tukey HSD post-hoc one-way ANOVA test, p-value <0.01) (Figure 3).

**Figure 3:**
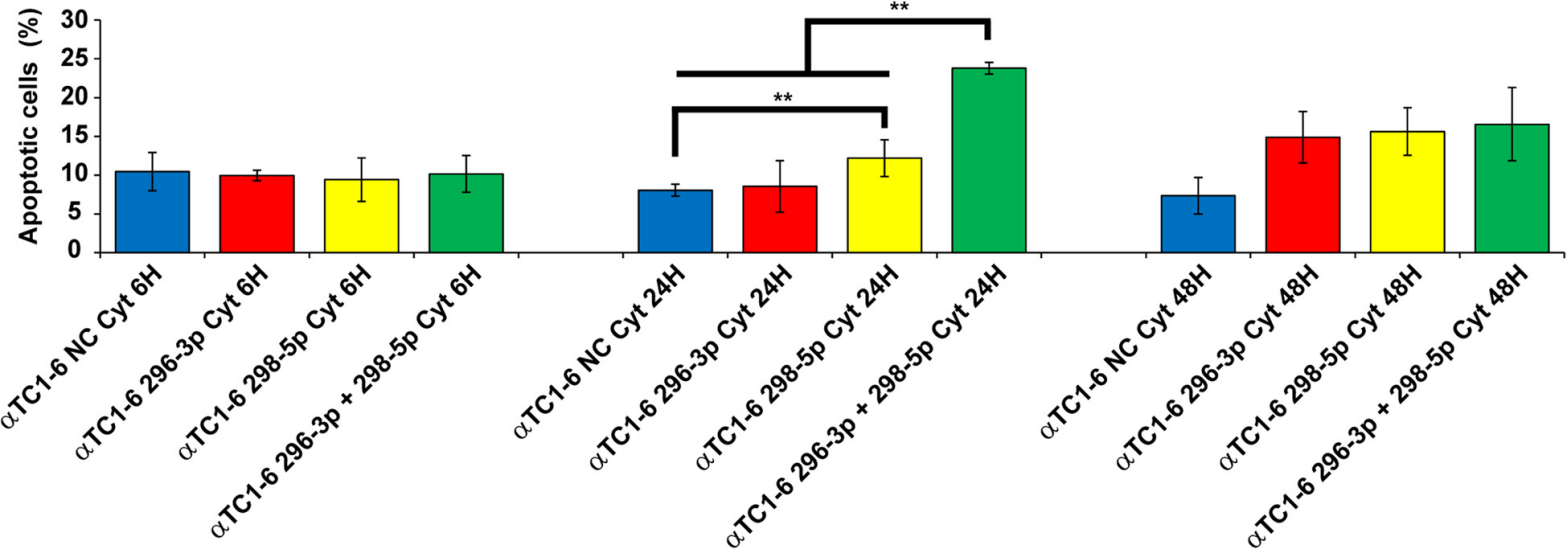
**Upregulation of miR-296-3p and miR-298-5p reduces αTC1-6 resistance to apoptosis induced by cytokines.** Annexin V flow cytometric analysis of apoptosis in αTC1-6 transiently transfected with scrambled oligonucleotides (NC, Negative Control), mimics of miR-296-3p, miR-298-5p, a mix of both, and treated with IFN-γ, IL-1β, TNF-α for 6, 24, 48 h. The y-axis represents the percentage of apoptotic cells; the x-axis represents the four experimental conditions [(i)scramble-transfected cells; (ii) cells transfected with mimics of miR-296-3p; (iii) cells transfected with mimics of miR-298-5p; (iv) cells transfected with a mix of both] assayed at the three time-points. Data are presented as mean ± S.D. of three independent experiments (n = 3). All the possible pairwise comparisons were performed among the four different experimental conditions within each time point: significant differences have been assessed through Tukey HSD post-hoc one-way ANOVA test (** p-value < 0.01). At 24 h PT, αTC1-6 transfected with mimics of miR-298-5p show a highly significant increase of the number of apoptotic cells with respect to scramble-transfected control; at the same time point, in αTC1-6 transfected with mimics of both miR-296-3p and miR-298-5p a highly significant increase of the number of apoptotic cells is detected with respect to all the other experimental conditions.

### Identification of miR-296-3p and miR-298-5p targets

To characterize the networks regulated by miRNAs 296-3p and 298-5p, we computationally searched their validated and predicted targets. We identified 1 validated target of miR-296-3p; 5 validated targets of miR-298-5p; 207 predicted targets of miR-296-3p; 707 predicted targets of miR-298-5p. We focused our attention on 7 targets of miR-296-3p, 4 of miR-298-5p, 2 common to both miRNAs: they were chosen according to their involvement in apoptosis, cell cycle progression, cell differentiation and hormone secretion (see Additional file 8). Among them, *Bcl2*, *Ccna2*, *Irs2*, *Nr4a2* are transcriptionally regulated by CREB1, which is a validated target of miR-296-3p [22]; *Tnf* and *Vdr* are validated targets of miR-298-5p [23,24]. All other targets were computationally predicted, including IGF1Rβ that we validated through western analysis (see later).

### Modulation of miR-296-3p and miR-298-5p also alters expression of their targets

To verify whether *in vitro* modulation of miR-296-3p and miR-298-5p affected the expression of their targets, we performed transient transfection experiments of αTC1-6 cells with their mimics. Transfection efficiency at 24 h AT was in all cases higher than 90%. In αTC1 transfected with mimics of miR-296-3p or miR-298-5p, real-time PCR showed altered expression of different genes with respect to scramble-transfected cells, including *Igf1r*, *Tnf*, *Vdr* (Figure 4).

**Figure 4:**
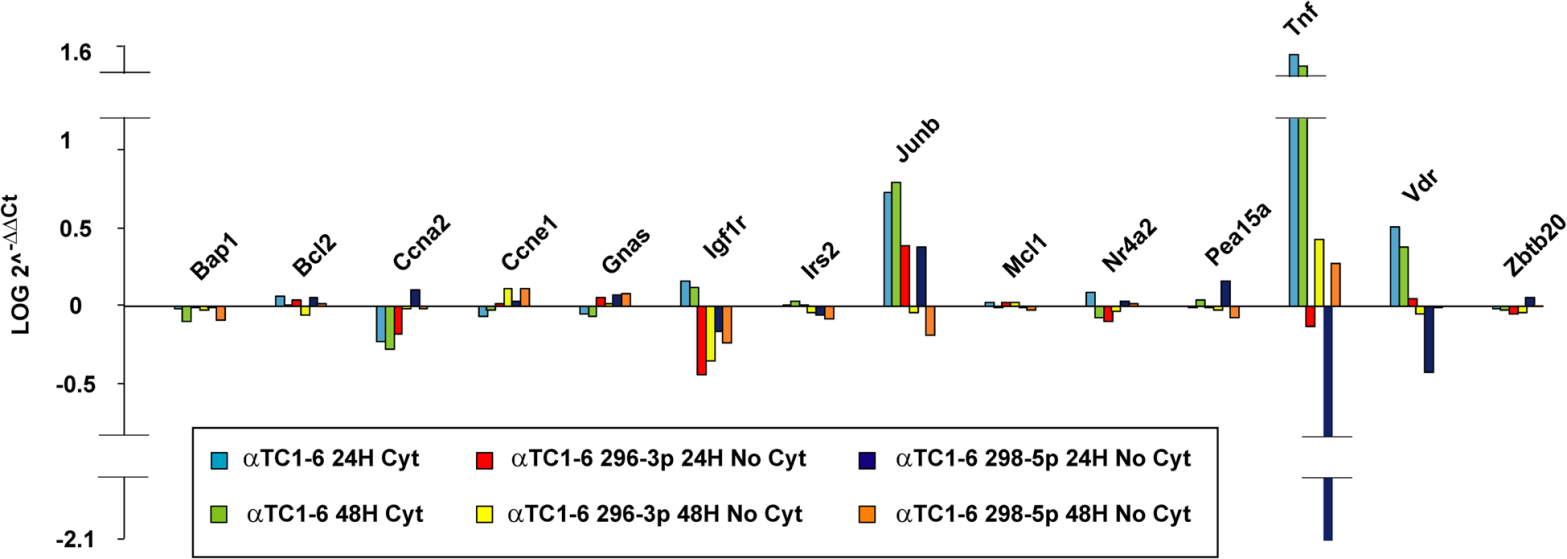
**Modulation of miR-296-3p and miR-298-5p alters expression of their targets.** Bar graph showing changes in gene expression of a selected set of miR-296-3p and miR-298-5p targets for each of three different experimental conditions: (i) αTC1-6 treated with cytokines with respect to matched untreated control cells at the time points 24 and 48 h; (ii) untreated αTC1-6 transfected with mimics of miR-296-3p with respect to scramble-transfected control cells at the time points 24 and 48 h; (iii) untreated αTC1-6 transfected with mimics of miR-298-5p with respect to scramble-transfected control cells at the time points 24 and 48 h. Data are reported as LOG of 2^^-ΔΔCt^ values. Hprt and Ppia were used as endogenous controls to normalize real-time PCR data.

### Expression of IGF1Rβ and TNFα is controlled by miR-296-3p and miR-298-5p in αTC1-6 cells

In αTC1-6 treated with cytokines for 24 h, levels of proteins IGF1Rβ and TNFα increased 1.5 and 1.7 folds with respect to untreated controls, respectively (Figures 5A and 5B, right panels), while miRNAs 296-3p and 298-5p decreased of 3.7 and 2.2 folds with respect to untreated controls, respectively (Figure 2B). We further demonstrated through western analysis that protein IGF1Rβ decreased about 1.4 folds in steady-state αTC1-6 after transfection with mimics of miR-296-3p or miR-298-5p, as compared to scramble-transfected controls; this decrease was higher than 3 folds when cells were transfected with both mimics (Figure 5A, left panel). The decrease of IGF1Rβ was not detectable in αTC1-6 transfected with either mimic of miR-296-3p or miR-298-5p and then treated with cytokines for 24 h. In αTC1-6 treated with cytokines for 24 h, after transfection with mimics of both miRNAs 296-3p and 298-5p, it was instead lower than at steady state (1.4 folds). This could also be due to the decrease of miRNAs 296-3p and 298-5p following treatment with cytokines (Figures 2B and 5A, middle panel). Following transfection of αTC1-6 with either mimics of miR-296-3p or miR-298-5p, TNFα protein was about 1.2 folds less expressed with respect to scramble-transfected controls; this decrease was more pronounced (1.6 folds) when cells were transfected with both mimics (Figure 5B, left panel). Each of the two miRNA mimics decreased the expression of TNFα more than 2 folds after 24 h of treatment with cytokines, but the silencing effect was not potentiated when the two mimics were transfected together (Figure 5B, middle panel).

**Figure 5:**
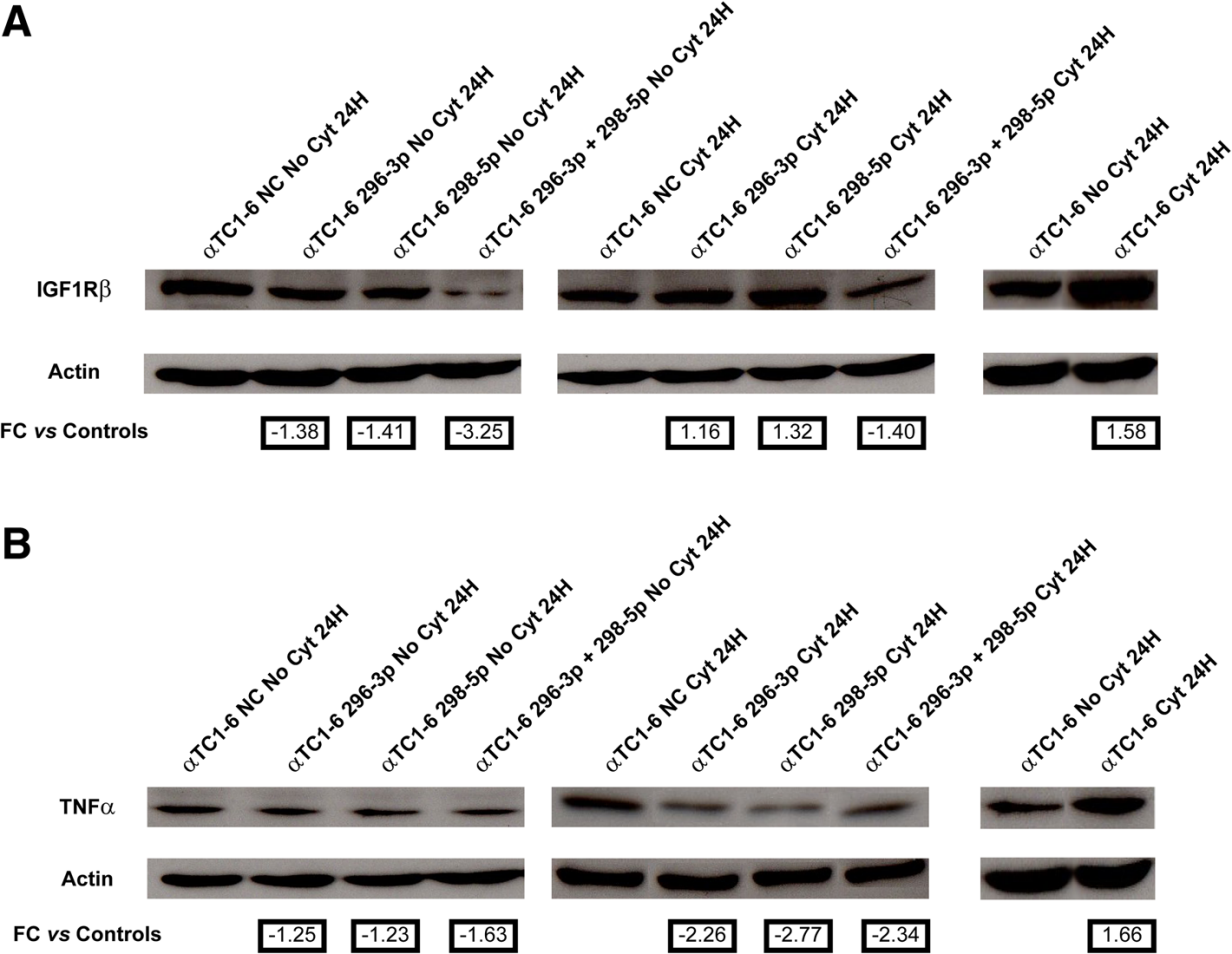
**Expression of IGF1Rβ and TNFα proteins is regulated by miR-296-3p and miR-298-5p in αTC1-6.** (**A**) Western analysis of IGF1Rβ in (1) untreated αTC1-6 transfected for 24 h with (i) scramble molecules (NC); (ii) mimics of miR-296-3p; (iii) mimics of miR-298-5p; (iv) mimics of both miR-296-3p and miR-298-5p (left); (2) αTC1-6 transfected for 24 h with (i) scramble molecules (NC); (ii) mimics of miR-296-3p; (iii) mimics of miR-298-5p; (iv) mimics of both miR-296-3p and miR-298-5p and treated with cytokines for further 24 h (middle); (3) αTC1-6 treated with cytokines for 24 h and their matched untreated controls (right). **(B)** Western analysis of TNF-α performed in the same experimental conditions as (**A**). β-Actin signal was used to normalize the data. Numbers below Actin blots represent fold change expression values relative to matched controls.

### Activation of IRS-1 and ERK-1 is also under control of miR-296-3p and miR-298-5p

To verify if the IGF1R signaling pathway was controlled by miR-296-3p and miR-298-5p through IGF1Rβ, we assayed the phosphorylation levels of IRS-1 and ERK (two markers downstream the IGF-1 receptor) in αTC1-6 transfected with mimics of each one or both miRNAs; this analysis was performed both after treatment with cytokines for 24 h or on untreated cells, exploiting as controls matched scramble-transfected αTC1-6 cells. The expression of phospho-IRS-1 didn’t change in untreated αTC1-6 transfected with mimics of each miRNA alone, while it decreased about 1.5 folds in αTC1-6 transfected with mimics of both miR-296-3p and miR-298-5p (Figure 6A, left panel). By using the same controls, we detected a slight decrease of phospho-IRS-1 (1.2 folds) in αTC1-6 transfected with mimics of both miR-296-3p and miR-298-5p and treated with cytokines (Figure 6A, right panel). Interestingly, also the activation of ERK-1 appears to be regulated by miR-296-3p and miR-298-5p: in the absence of treatment with cytokines, αTC1-6 cells transfected with mimics of miR-296-3p showed levels of phospho-ERK-1 (Thr202) similar to those found in scramble-transfected αTC1-6 cells; the transfection with mimics of miR-298-5p or of both miRNAs led instead to a decrease of the protein (1.2 and 1.3 folds, respectively) (Figure 6B, left panel). Under cytokine treatment, the amount of phospho-ERK-1 (Thr202) did not change in αTC1-6 transfected with either mimics of miR-296-3p or of miR-298-5p alone, compared to scramble-transfected cells; in αTC1-6 simultaneously transfected with mimics of both miRNAs, we detected a decrease of 1.7 folds of phospho-ERK-1 (Thr202) levels, compared to scramble-transfected cells (Figure 6B, right panel).

**Figure 6:**
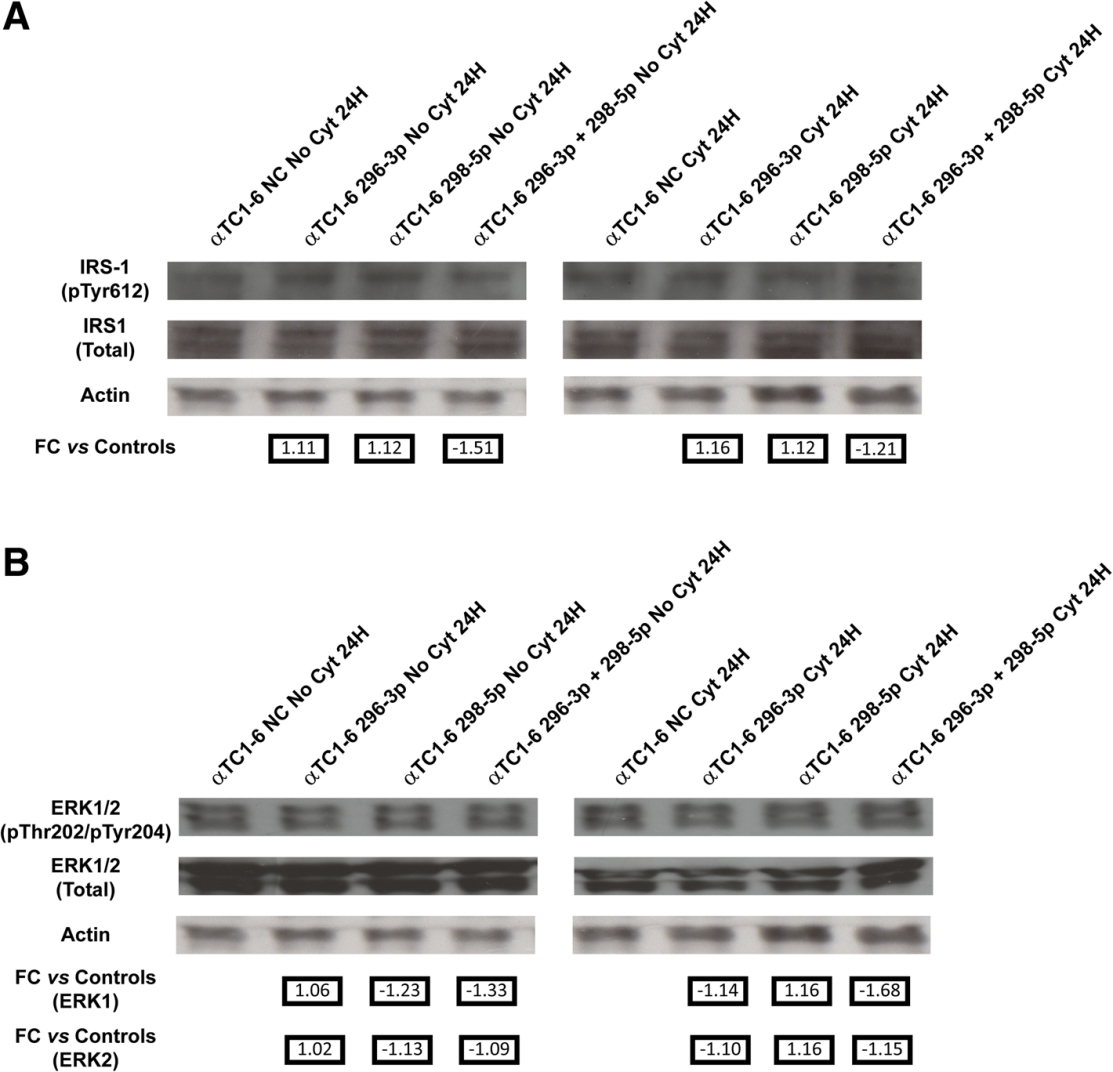
**Activation of IRS-1 and ERK-1 is under control of miR-296-3p and miR-298-5p in αTC1-6. (A)** Western analysis of phospho-IRS-1 (Tyr612) in (1) untreated αTC1-6 transfected for 24 h with (i) scramble molecules (NC); (ii) mimics of miR-296-3p; (iii) mimics of miR-298-5p; (iv) mimics of both miR-296-3p and miR-298-5p (left); (2) αTC1-6 transfected for 24 h with (i) scramble molecules (NC); (ii) mimics of miR-296-3p; (iii) mimics of miR-298-5p; (iv) mimics of both miR-296-3p and miR-298-5p and treated with cytokines for further 24 h (right). **(B)** Western analysis of phospho-ERK-1/2 (Thr202/Tyr204) performed in the same experimental conditions as in (**A**). Quantification of immunoblot signals was made by equalizing phospho-specific IRS-1 or Erk1/2 band intensities to total IRS-1 or Erk1/2, respectively. The decrease in phosphorylation was normalized to the basal level of the control and reported in arbitrary units as fold decrease over basal value. Numbers below Actin blots represent fold change expression values relative to matched controls.

### Identification of TFs regulating DE miRNAs

In the genomic region comprising the genes encoding miR-296-3p, miR-298-5p and *Nespas*, MatInspector identified Transcription Factor Binding Sites (TFBS) for sixty seven Transcription Factors (TFs). Four of them (HMX2, HNF4A, LEF1, MAFB) are known to be expressed in the islets of Langerhans, and MAFB is known to be expressed only in rodent islet α cells within adult pancreas [25]; the presence of binding sites for this TF within the promoter of the genes encoding miR-296-3p and miR-298-5p suggests that it may regulate the expression of both miRNAs. Multi Experiment Matrix (MEM) showed a statistically highly significant negative correlation (p-values < 0.0001, Pearson Correlation test) between Mafb and Igf1r. Interestingly, Microrna.org predicts two binding sites for mmu-miR-296-3p and mmu-miR-298-5p on Mafb mRNA 3’ UTR.

### Differences between αTC1-6 and βTC1 steady state regulatory networks

14 of 73 miRNAs, more abundantly or exclusively expressed at steady state in αTC1-6 with respect to βTC1, have validated targets known to be expressed in mammalian pancreatic α cells (see link to T1Dbase in Materials and Methods). 

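In the deposited ΔCt values, 57 miRNAs were higher in αTC1-6 with an adjusted p-value under 0.05 (limma), including all that were found in αTC1-6 only, and 47 of them are among the 73 of the paper. With the αTC1-6 controls of 48 h in place of those of 24 h, the count was 77. It was 28 without αTC1-6 replicate 1, 28 without replicate 2 and 29 without replicate 3. In each of these fits, 19 of the 57 had fewer than the 3 Ct values required for testing, and another 10, 11 and 9, respectively, were tested and did not pass. The targets of these miRNAs and the networks are not analysed here.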

By using these data, we generated a network comprised of 560 nodes and 8222 edges (see Additional file 9): from this network, we inferred a subnetwork made of 4 α-miRNAs for which validated targets have been identified, consisting of 117 nodes and 530 edges (see Additional file 10). 

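For βTC1, 85 miRNAs were higher than in αTC1-6 with an adjusted p-value under 0.05 (limma), including all that were found in βTC1 only. Of these, 69 are on the list of Additional file 1. The count was 42 without βTC1 replicate 1 and 37 without replicate 2. Without replicate 3 it was 55. In each of these fits 28 of the 85 could not be tested, and another 18, 20 and 9, respectively, were tested and did not pass.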

In the case of βTC1 cells, we found that 36 of 100 miRNAs more abundantly or exclusively expressed with respect to αTC1-6 have validated targets known to be expressed in pancreatic β cells (see link to T1Dbase): a network of 439 nodes and 2079 edges was generated from them (see Additional file 11). The subnetwork made of 15 β-miRNAs consisted of 107 nodes and 132 edges (see Additional file 12). The enrichment in specific biological processes was calculated in pancreatic αTC1-6 versus βTC1 cells subnetworks (networks made of genes regulated by miRNAs specifically expressed at steady state in αTC1-6 and βTC1 cells, respectively) (Table 1). Interestingly, in the network of genes regulated by α-miRNAs, *pancreatic α cell fate commitment* is a biological process overrepresented with respect to the network regulated by β-miRNAs (Hypergeometric test, Benjamini-Hochberg adjusted p-value < 0.05). Within the network of genes regulated by α-miRNAs, *insulin-like growth factor receptor signaling pathway* is a biological process significantly enriched among the genes interacting with targets of miR-296-3p and miR-298-5p, with respect to the genes linked to the targets of the other miRNAs (p-value = 0.039, Fisher’s exact test).

**Table 1:** Top 5 biological processes significantly enriched in α-miRNA networks with respect to β-miRNA networks

**Biological process**	**Adj-p-value (Benjamini-Hochberg)**
DNA replication	3.15E-23
Cell division	2.51E-09
Cellular response to metal ion	4.61E-05
Positive regulation of mesenchymal cell proliferation	5.24E-05
Pancreatic α cell fate commitment	2.23E-02

Biological processes are ranked based on increasing adjusted p-values (from the most to the least significant biological process).

## Discussion

The data reported in this paper and those from the literature [12] confirm that mammalian pancreatic α cells are more resistant than β cells to apoptosis induced by cytokines (Figures 1A and 1B). Our results suggest that miR-296-3p and miR-298-5p play a pivotal role in determining this trait. Due to DM *epidemic* spreading [26], its molecular characterization has become an important biological and translational problem in BioMedicine [7]. Our HT and network analyses of miRNA transcriptome in α and β cells highlighted very different profiles at steady state (see Table 1, Additional file 1). 

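Among the miRNAs with a Ct in all 6 steady state samples and an adjusted p-value under 0.05 (limma), the largest log2 differences towards αTC1-6 were those of miR-127 (9.26), miR-434-3p (8.61), miR-337-5p (8.24), miR-154* (7.82) and miR-136 (6.98). Towards βTC1, they were those of miR-19b (-12.26), miR-222 (-10.10), miR-135b (-9.70), miR-31 (-8.09) and miR-135a (-7.51). For each of these 10 miRNAs, the samples of 1 line all lay above those of the other, which 10% of miRNAs would show by chance with 3 samples against 3. Since they were chosen for the size of their differences, this separation is no added evidence. Some miRNAs named in the text of the paper were also lower in αTC1-6, namely miR-203 with a log2 difference of -3.71 (adjusted p-value 0.00282), and miR-126-3p and miR-126-5p, both with -2.39 (adjusted p-values 0.0141 and 0.00735). The differences of miR-21 (1.42, adjusted p-value 0.176), miR-146a (1.51, adjusted p-value 0.1002) and miR-375 (-1.06, adjusted p-value 0.171) did not pass this threshold. Over the alternatives the adjusted p-value lay between 0.0120 and 0.393 for miR-21, between 0.0125 and 0.313 for miR-146a and between 0.0994 and 0.252 for miR-375. MiR-21 and miR-146a passed after median centring and on Ct values without normalization, and miR-146a also in the fit over all 15 samples. MiR-126-3p did not pass with replicate number as a block (0.0513, in a range from 0.00372 to 0.0513) or without αTC1-6 replicate 2, αTC1-6 replicate 3 or βTC1 replicate 2, where its adjusted p-value was at most 0.0696. MiR-30d differed by 0.06 (adjusted p-value 0.950), a value whose sign changed with the U6 and small nucleolar RNA reference, with the 48 h controls and without αTC1-6 replicate 1, αTC1-6 replicate 3 or βTC1 replicate 3.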

Computational analysis of these data allowed us to identify a set of miRNAs, specifically synthesized in pancreatic α cells, which appear to also regulate pancreatic α cell commitment. Specific enrichment of pathways, regulated by α-miRNAs within this biological process (Table 1), allowed the identification of miRNAs that could be involved in the acquisition of the trait *resistance to cytokines-induced cell death* upon pancreatic α cells differentiation. Among them, miR-296-3p and miR-298-5p stood out clearly as potentially critical nodes, responsible for α cells resistance to cytokine-induced cell death. In fact, besides being specifically expressed at steady state in α cells (αTC1-6), but not in β cells (βTC1 or INS-1), both miRNAs were significantly co-expressed and downregulated in αTC1-6 during a time-course treatment with cytokines, compared to matched untreated controls (see Figures 2A and 2B, Additional file 6). Our subsequent functional assays demonstrated that αTC1-6 transfected with mimics of miR-296-3p and miR-298-5p became susceptible to apoptosis when treated with the same cocktail of cytokines as compared to αTC1-6 transfected with scramble molecules. Although its biological effect was potentiated when also miR-296-3p was expressed, our results suggest that the role of miR-298-5p is more important in this process than that of miR-296-3p (Figure 3): this would highlight the role of one or a few specific miR-298-5p targets. Through western analysis, we confirmed our computational prediction that IGF1Rβ and TNFα are common targets to both miRNAs and that miR-296-3p and miR-298-5p also control IRS-1 and ERK-1 within the IGF1R signaling pathway. IGF1R is known to promote resistance to apoptosis by different mechanisms: it increases the levels of antiapoptotic proteins, as BCL2 and BCL-XL; it inactivates proapoptotic proteins, as BAD and CASP9; it stimulates mitogenic IRS-1/MAPKs pathway [27-29]. Phospho-IRS1 (Tyr612) and Phospho-ERK-1 (Thr202), which we demonstrated to be controlled by miR-296-3p and miR-298-5p, are known to regulate the response to insulin and to be involved in survival and proliferation processes [30]. Decreased expression of mir-296-3p and miR-298-5p and the corresponding activation of survival and proliferation signals, mediated by IGF1R and its downstream nodes (e.g., IRS-1 and ERK-1), may thus explain why αTC1-6 cells are resistant to death induction by cytokines (see Additional file 13). TNFα is known to be physiologically expressed by pancreatic endocrine cells and to contribute to maintain islet homeostasis [5,31]. This protein is also known to decrease apoptosis levels of pancreatic acinar cells during acute pancreatitis by stimulating the synthesis of antiapoptotic proteins [32].

## Conclusions

HT miRNA profiling data, functional analysis with synthetic mimics and molecular characterisation of modulated pathways strongly suggest that specific downregulation of miR-296-3p and miR-298-5p in pancreatic α cells, coupled to upregulation of their targets as IGF1Rβ and TNFα and activation of the corresponding signaling pathways, is a major determinant of their resistance to apoptosis induction by cytokines. Studies on pancreatic islet microorgan *in toto* will allow to experimentally confirm these results in a 3D natural system. It also will permit to verify the hypothesis that increased TNFα synthesis by α cells during insulitis protects them by activating survival pathways, while priming a deadly regulatory loop and causing β cells apoptosis (see Additional file 13).

## Methods

### Cell culture and treatment with cytokines

Mouse glucagonoma cell line αTC1-6 was obtained from the American Type Culture Collection (ATCC); it was cultured in complete Dulbecco’s modified Eagle’s medium (DMEM, Sigma-Aldrich^®^, Saint Louis, MO, USA), as described [33]. Mouse insulinoma cell line βTC1 also was from ATCC; cells were grown in DMEM with 25 mM glucose (Sigma-Aldrich^®^), supplemented with 2 mM L-Glutamine, 15% heat inactivated (HI) horse serum, 2.5% HI fetal bovine serum (FBS), 1% penicillin/streptomycin, in 95% humidified air-5% CO_2_ at 37° C. Cells were passaged once a week after trypsinization and replaced with new medium twice weekly. Treatment with cytokines (recombinant murine IL-1β, specific activity 5 × 10^8^ U/mg, Preprotech, London, UK, UE; recombinant murine IFN-γ, specific activity 1 × 10^7^ U/mg, Preprotech; recombinant murine TNF-α, specific activity 1 × 10^7^ U/mg, Preprotech) was as described [34]. αTC1-6 cells (passages 20–40) were seeded the day before treatment in 60 mm dishes at a density of 4.5 × 10^5^ cells.

### Evaluation of apoptosis and necrosis

Percentage of apoptotic or necrotic cells was assessed through flow cytometry. Analysis was performed with a Beckman Coulter Epics XL-MCL flow cytometer (Beckman Coulter^©^, Inc., Hialeah, FL, USA). Cells were collected, washed with phosphate-buffered saline (PBS), and stained with Annexin V-FITC/propidium iodide (PI) (Sigma-Aldrich^®^) in Annexin-V binding buffer, as specified by the manufacturer. EXPO32 ADC Analysis™ software package (Beckman Coulter^©^, Inc.) was used for data analysis.

### RNA extraction and HT quantitative RT-PCR

Total RNA was extracted with Trizol (Lifetechnologies™, Foster-City, CA, USA), according to manufacturer’s instructions. RNA quantification was performed with a Qubit^®^ Fluorometer (Lifetechnologies™). RNA for HT miRNA expression profiling was reverse transcribed into cDNA of 519 mouse-specific and 68 rat-specific miRNAs through Megaplex™ RT Rodent Primer Pool sets, and preamplified through Megaplex™ PreAmp Rodent Primer Pool sets (Lifetechnologies™). Resulting cDNAs were loaded onto TaqMan Low Density miRNA Arrays (TLDA) cards, according to manufacturer’s instructions. TLDA cards were run on ABI 7900HT Real Time PCR system. RNA for Single TaqMan miRNA Assays was reverse transcribed into miRNA-specific cDNA through TaqMan^®^ MicroRNA Reverse Transcription Kit (Lifetechnologies™) and amplified using TaqMan^®^ Universal Master Mix (Lifetechnologies™), according to manufacturer’s instruction. RNA for analysis of miRNA targets was reverse transcribed into cDNA through High Capacity RNA-to-cDNA Kit (Lifetechnologies™) and amplified through Fast SYBR^®^ Green Master Mix (Lifetechnologies™), according to manufacturer’s instruction. Primer sequences are available upon request.

### Criteria for selecting downregulated or overexpressed miRNAs

Data quality and quantification were computed using Real-Time Statminer^®^ software (http://www.integromics.com) (Integromics, Granada, Spain). Multiple reference genes were used to normalize data: Genorm (integrated into Real-Time Statminer^®^) [35] and DataAssist™ (Lifetechnologies™) softwares allowed to choose the best ones. Limma test (see below: *Statistical analysis*) was carried out by Real-Time Statminer^®^ to assess statistically significant DE genes. DE miRNAs were ranked based on their p-values and adjusted p-values (Benjamini-Hochberg correction with False Discovery Rate, FDR, set at 5%). Relative quantities (RQ) of miRNAs between αTC1-6 and βTC1, at steady state as between treated αTC1-6 cells and matched untreated controls, were calculated according to 2^-ΔΔCt^ method [36]. Values are reported as average fold changes of three independent biological replicates; RQ values < 1 were converted to negative fold changes by the formula: -1/RQ. The data files for each array are publicly available at the Gene Expression Omnibus (GEO) database repository (http://www.ncbi.nlm.nih.gov/geo/) (GSE42970).

### Transient transfection of αTC1-6 cells with mimics of miR-296-3p and miR-298-5p

For transfection, αTC1-6 cells were plated into 24-well plates at a density of 4×10^4^ cells per well to obtain RNA, and into 100 mm dishes at a density of 1.15×10^6^ cells to obtain proteins. Transfections were performed using siPORT™ NeoFX™ (Lifetechnologies™) with 30 nM mimics of miR-296-3p/miR-298-5p/scrambled sequence (Pre-miR™ miRNA Precursor Molecules—Negative Control #1, Lifetechnologies™). For each experiment, efficiency of transfection was measured through real-time PCR.

### *In silico* identification of miRNA targets

Validated targets of DE miRNAs were retrieved from the literature and miRTarbase (release 2.5) [37]. Predictions were performed through starBase (release 2.1) (http://starbase.sysu.edu.cn/). Among validated and predicted targets, only genes expressed in pancreatic cells (data from *Beta Cell Gene Atlas*, found at http://t1dbase.org/page/AtlasHome) and known to be functionally involved in cell survival or death were chosen for real-time PCR and western blot assays. Data on genomic position of genes encoding miRNAs and their assignment to specific families were from MiRBase (http://www.mirbase.org/).

### Western analysis

Protein lysates and their quantification were obtained as previously described [38]. 50 μg of total protein extract were loaded into 10% SDS polyacrylamide gel (Hoefer miniVE, GE Healthcare^©^, Amersham Place, Buckinghamshire, UK) and blotted to nitrocellulose membranes by iBlot Dry Blotting System (Lifetechnologies™). Membranes were probed with polyclonal antibodies to IGF1Rβ (Santa Cruz Biotechnology^®^, Inc., Dallas, TX, USA), p-IRS-1 (Santa Cruz Biotechnology^®^, Inc.), total-IRS-1 (EMD Millipore Corporation^©^, Billerica, MA, USA), p-p44/p42 MAPK (Cell Signaling Technology^®^, Inc., Danvers, MA, USA), total p44/p42 MAPK (Cell Signaling Technology^®^, Inc.), TNFα (Cell Signaling Technology^®^, Inc.), using β-actin (Sigma-Aldrich^®^) as loading control. Proteins were detected by using ECL™ Western Blotting Detection Reagents (GE Healthcare^©^). Densitometric analyses were performed by ImageJ software (http://rsbweb.nih.gov/ij/index.html)

### Prediction of transcription factors regulating expression of miRNAs 296-3p and 298-5p

MatInspector from Genomatix (http://www.genomatix.de/) was used to identify Transcription Factors Binding Sites (TFBS) and their corresponding Transcription Factors (TFs) [39]. By using Multi Experiment Matrix (MEM) (http://biit.cs.ut.ee/mem) (selected collection: Affymetrix GeneChip Mouse Genome 430 2.0 [Mouse_430_2] platform, used to analyze 1546 datasets), TFs prediction was interpolated with data on statistically significant expression correlation among TFs, which regulate DE miRNAs and their mRNA targets. Settings used in MEM are described in Additional file 14.

### Identification of CpG islands upstream the genes encoding Nespas, miR 296-3p and miR 298-5p

CpG islands upstream genes encoding miR-296, miR-298, *Nespas* were identified through UCSC Genome Browser (http://genome.ucsc.edu/).

### Network analysis

Biological networks comprising miRNAs, their predicted upstream regulators (TFs), their validated targets and first neighbours interactants, were generated by retrieving interactome data through MiMI Cytoscape plugin [40] and visualized by Cytoscape v. 2.8.1. Biological processes and pathways involving network nodes were analyzed through the tool DAVID (http://david.abcc.ncifcrf.gov/) and BiNGO Cytoscape plugin [41]

### Statistical analysis

P-values were calculated by applying different methods: Limma test [42], associated with Benjamini-Hochberg correction for multiple comparison, was applied to identify DE miRNA genes between test and control samples in HT miRNA transcriptome analyses; Student’s *t*-test, associated with Bonferroni correction method, was used to statistically analyze data from single TaqMan assays and to assess significantly different apoptotic levels between αTC1-6 treated with cytokines and their matched untreated controls; Tukey HSD post-hoc one-way ANOVA test was used to evaluate significant differences in apoptosis among different transfection experimental conditions. For analysis of correlation between the expression of miR-296-3p and miR-298-5p in αTC1-6, Pearson correlation coefficient was calculated. Finally, *χ*^2^-square test was used to establish if miR-296-3p and miR-298-5p have more common targets than expected by chance; Fisher’s exact test was applied to evaluate the enrichment in specific gene ontologies. All statistical tests and correction methods, used to calculate p-values, are described throughout the text and figure legends.

### Nomenclature of genes and proteins

Rules for official gene and protein symbols by the International Committee on Standardized Genetic Nomenclature for Mice were followed throughout [43] (http://www.informatics.jax.org/mgihome/nomen/gene.shtml).

## Abbreviations

AT: After transfection; DE: Differentially expressed; DM: Diabetes mellitus; GLP1: Glucagon-like peptide 1; HT: High-throughput; IFN-γ: Intereferon gamma; IL-1β: Interleukin 1 beta; miRNA: microRNA; Ngn3: Neurogenin 3; PT: Post treatment; STAs: Single TaqMan gene expression assays; T1DM: Type 1 diabetes mellitus; T2DM: Type 2 diabetes mellitus; TLDA: TaqMan Low Density Array; TNF-α: Tumor Necrosis Factor alpha; TSS: Transcription Start Site.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MP and FP conceived and coordinated the project; MP, FP, DB, SP, AMR, CDP designed experiments, DB, AGC, LGM, FU, NP, AM, LS performed them; MP, FP, DB wrote the paper; all authors contributed to the critical revision of the data, read and approved the final manuscript.

## Supplementary Material

Additional file 1 DE miRNAs between αTC1-6 and βTC1 at steady state. Click here for file

Additional file 2 Classification in families of miRNAs more abundantly or exclusively expressed in αTC1-6 respect to βTC1 at steady state. Click here for file

Additional file 3 Classification in families of miRNAs more abundantly or exclusively expressed in βTC1 with respect to αTC1-6 at steady state. Click here for file

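All 22 miRNAs listed in Additional file 4 were tested in the deposited ΔCt values at both time points. At 24 h, 21 of the 22 had the direction given in the file, and 5 had an unadjusted p-value under 0.05. Over all 445 miRNAs tested at 24 h (limma), 0 of the 22 passed an adjusted p-value of 0.05, and 1 (miR-146a) passed when adjusted over the list alone. At 48 h, all 22 had the direction given in the file and 15 had an unadjusted p-value under 0.05, and 1 (miR-146a) passed over all miRNAs tested against 12 when adjusted over the list alone. The list was chosen by the study on these samples, so the adjustment over the list alone is not independent evidence. The median log2 fold change over all miRNAs tested at 24 h was -0.15 relative to miR-26a and 0.09 after centring each sample on its median. Relative to miR-26a, its sign depended on single samples. It ranged from -0.29 without untreated replicate 3 to 0.17 without treated replicate 3, and was 0.057 without untreated replicate 1. The log2 fold changes at 24 h were 3.30 for miR-146a (adjusted p-value 0.0985), 2.15 for miR-203 (adjusted p-value 0.648), -1.31 for miR-298-5p (adjusted p-value 0.963) and -1.77 for miR-296-3p (adjusted p-value 0.648). In a fit over all 15 samples, miR-146a also passed at 24 h, with an adjusted p-value of 0.000945 in a range from 0.000945 to 0.340 over the alternatives. For miR-296-3p at 48 h the log2 fold change was -2.46 (adjusted p-value 0.381), with 1 untreated well left blank. A single miRNA, miR-380-3p, passed over all miRNAs tested at 24 h and is not on the list. It is undetermined in the 3 treated samples of the normalized table, and its log2 fold change against a Ct of 40 was -8.13 (adjusted p-value 0.00118). This is not a bound, since the non-normalized table holds a Ct in all 3 treated samples, with which the log2 fold change was -2.49 (adjusted p-value 0.680, in a range from 7.64e-07 to 0.680 over the alternatives). In the normalized table its only Ct values at 24 h are in the 3 untreated samples, so it could not be tested without any 1 of them. It passed without any 1 of the treated samples, but these all carry a Ct of 40, so their spread is that of miR-26a alone. With replicate number as a block, 0 miRNAs passed at 24 h. The same held with a prior variance that follows the mean and with Ct values above 35 set to 35.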

Additional file 4 **αTC1-6 DE miRNAs after 24 and 48 h of treatment with cytokines.** In bold are indicated significant DE miRNAs (adjusted p-values < 0.05. Limma Test, Benjamini-Hochberg correction). MiRNAs are ranked based on increasing adjusted p-values (from the most to the least significant DE miRNAs). Click here for file

Additional file 5 Classification in families of DE miRNAs in αTC1-6 after treatment with cytokines. Click here for file

Additional file 6 **Scatter plot showing correlation between miR-296-3p (x-axis) and miR-298-5p (y-axis) expression in αTC1-6, during a 6-12-24-48 h time-course experiment.** For each time point DCt values of miR-296-3p and miR-298-5p were correlated, both from untreated and cytokines-treated αTC1-6 cells (r-value = 0.88, p-value = 1.15e-08, Pearson’s correlation test). Three independent biological replicates (n = 3) have been analyzed at each time point. Click here for file

Additional file 7 **On scale representation of the genome segment comprising*Nespas*, miR-296, miR-298.** CpG islands are indicated as red vertical lines; pre-miRNAs 296 and 298 are depicted as blue and green boxes, respectively; exons of noncoding RNA *Nespas* are shown as yellow boxes. Expression of a macro-noncoding RNA (precursor of miR-296, miR-298, *Nespas*) is predicted to be controlled by two groups of CpG islands (one comprising two CpG islands, from 17.5 to 18.8 kb upstream the first nucleotide of pre-miR-296; the other made of three CpG islands, from 30.1 to 33.6 Kb upstream the first nucleotide of pre-miR-296). Click here for file

Additional file 8 **Validated and predicted targets of miR-296-3p and miR-298-5p.** A selection of validated and predicted targets of miR-296-3p and miR-298-5p was chosen according to their involvement in apoptosis, cell cycle progression, cell differentiation and hormone secretion. Click here for file

Additional file 9 **Interaction network among miRNAs more abundantly expressed at steady state in αTC1-6 with respect to βTC1, their validated targets and first neighbours interactants.** The network generated from validated targets and first neighbours interactants of 14 out of 50 miRNAs, more abundantly expressed at steady state in αTC1-6 with respect to βTC1, consisted of 560 nodes and 8222 edges. MiRNAs are represented as fuchsia diamonds. This file can be opened and browsed through Cytoscape tool and its plugins (http://www.cytoscape.org/). Click here for file

Additional file 10 **Interaction network among miRNAs specifically expressed at steady state in αTC1-6 (α-miRNAs) with respect to βTC1, their validated targets and first neighbours interactants.** The network generated from validated targets and first neighbours interactants of 4 out of 23 α-miRNAs consisted of 117 nodes and 530 edges. MiRNAs are represented as fuchsia diamonds. This file can be opened and browsed through Cytoscape tool and its plugins (http://www.cytoscape.org/). Click here for file

Additional file 11 **Interaction network among miRNAs more abundantly expressed at steady state in βTC1 with respect to αTC1-6, their validated targets and first neighbours interactants.** The network generated from validated targets and first neighbours interactants of 36 of 74 miRNAs more abundantly expressed at steady state in βTC1 with respect to αTC1-6 consisted of 439 nodes and 2079 edges. MiRNAs are represented as fuchsia diamonds. This file can be opened and browsed through Cytoscape tool and its plugins (http://www.cytoscape.org/). Click here for file

Additional file 12 **Interaction network among miRNAs specifically expressed at steady state in βTC1-6 (β-miRNAs) with respect to αTC1-6, their validated targets and first neighbours interactants.** The network generated from validated targets and first neighbours interactants of 15 of 26 β-miRNAs consisted of 107 nodes and 132 edges. MiRNAs are represented as fuchsia diamonds. This file can be opened and browsed through Cytoscape tool and its plugins (http://www.cytoscape.org/). Click here for file

Additional file 13 Hypothetical model of regulation of miR-296-3p and miR-298-5p biomolecular activity in αTC1-6 at steady state (left) and after treatment with cytokines (right). Click here for file

Additional file 14 Additional Methods. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

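MiRNA levels of untreated αTC1-6 and βTC1 at 24 h, and of cytokine-treated and untreated αTC1-6 at 24 and 48 h, were measured on TaqMan rodent low density arrays in 15 samples. The authors deposited 3 tables. The non-normalized table holds Ct values. The normalized table holds ΔCt, log2 values that the authors made by subtracting the Ct of miR-26a before they were deposited, and relative quantities, which are 2 to the power of the negative ΔCt as deposited. The fold changes, as deposited by the authors, are ratios of relative quantities, normalized to miR-26a. Each sets a treated αTC1-6 or a βTC1 sample against the untreated αTC1-6 sample of the same time point and replicate number. Of 6642 values, 0 differed from the quotients computed here by more than 0.001 on the log2 scale. In all 15 samples the ΔCt of miR-26a is 0, so the deposited values are normalized to miR-26a alone, and how this relates to the multiple reference genes of the methods could not be determined from the tables. The Ct of miR-26a lay between 16.975 and 18.983. Ct values were recovered from the normalized table by adding the Ct of miR-26a, and wells with a blank value were left out (from 1 to 71 per sample).

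Of the 209 miRNA assays of card B, 59 are in 1 well and 150 in 2 wells, and duplicate wells were averaged. In the normalized table, 1700 pairs of duplicate wells both had a Ct, with a median absolute difference of 0.299 cycles. The non-normalized table repeats the same value for both wells of all 150 assays, so it was used for comparison only. On card A, 4163 wells had a Ct in both tables, and 107 of these differed by more than 0.01 cycle. The lowest and highest Ct values of the non-normalized table were 1.125 and 39.55.

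Samples were grouped by cell line, treatment and time point, with 3 replicates each. The main comparisons were αTC1-6 against βTC1 at steady state and treated against untreated αTC1-6 at 24 h and at 48 h. To these were added the untreated αTC1-6 of 48 h against those of 24 h and the difference between the cytokine effects at 48 h and 24 h, for 5 comparisons in all. Each was fitted with limma 3.58.1 in R 4.3.3 on the negative ΔCt of the samples compared, with undetermined wells at a Ct of 40. Assays needed a Ct under 40 in no fewer samples than those without one, and miR-26a and 7 control assays were left out. Tests were two-sided with eBayes moderation and Benjamini-Hochberg adjustment within each card, at a threshold of 0.05. The adjusted p-values of Additional files 1 and 4 correspond to separate adjustments over a pair of assay sets, and the methods of the paper name limma with the same correction. A miRNA was counted as found in a single line when it had a Ct under 40 in all 3 samples of that line and in none of the other. Exact permutation tests over all 10 splits of 3 against 3 samples, permutation tests with 100000 resamples and Fisher's exact test were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

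These settings and the alternatives were chosen before the data were examined, apart from 3 alternatives that were added later. The alternatives set at the start were centring on the median, Ct values without normalization, normalization to U6 and small nucleolar RNA controls, no filter, a Ct under 40 in every sample, Ct values above 35 set to 35, undetermined wells as missing, adjustment over both cards, 1 fit over all 15 samples, replicate number as a block, a prior variance that follows the mean and, for steady state, the 48 h controls. Each replicate was also left out in turn. The alternatives added later were the Ct values of the non-normalized table, the first of the duplicate wells and the omission of wells with a Ct under 12. MiRNAs were named by a rule set at the same time as the main settings. They are the miRNAs in the text of the paper, miR-296-5p, the 22 miRNAs of Additional file 4 and, for each comparison, up to 5 per direction with the largest log2 difference among those past the threshold with a Ct in every sample, and the 5 with the lowest Ct among those found in a single line. MiR-448, miR-351 and miR-380-3p fall outside this rule and were named after their values were seen.

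The test was checked on simulated data in 10 draws of 3 against 3 samples with 200 miRNAs changed in each. It called 1.63% of 2700 unchanged miRNAs, and it called 7.93% of those changed by a log2 of 1, 50.8% by 2, 86.0% by 4 and 95.7% by 8. With the replicate block these shares were 3.29%, 27.5%, 80.6% and 94.5%. Unchanged miRNAs made up 3.58% of the calls without the block and 3.89% with it. The simulated samples had no replicate effect, so the block could only lose power. The check therefore does not show what the block gains in the cytokine comparisons, where replicates of the same number correlated. Far more miRNAs were changed in each draw than passed in those comparisons, so the shares called may be too high for them.

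The depth of an array is limited by the number of assays with a Ct. In untreated αTC1-6 of 48 h, 304 to 324 miRNAs of card A had a Ct, and 321 to 337 in the treated cells, against 214 to 249 in the treated cells of 24 h. Over the 278 miRNAs with a Ct in every sample, Pearson's r between samples lay between 0.601 and 0.966. Gene positions were taken from the RefSeq gene table of GRCm38.p6, and miRNA genes no more than 10 kb apart were counted as neighbours. The single TaqMan assays, the transfections, the apoptosis assays, the target predictions and the networks have no deposited array data and were not analysed.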

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

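The tests in this part were chosen only after the results were seen, except the comparison of the SD between replicates of wells set to undetermined and of wells kept. Of the other tests, the reading of the SD in βTC1 and of the plant control was also settled after their values were known.

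The effect of cytokines on miR-380-3p differed between the time points. The log2 fold change at 48 h minus that at 24 h was 7.81 (adjusted p-value 0.000294, limma), the only one of 477 miRNAs past the threshold, with 19 at an unadjusted p-value under 0.05. Of 100 splits drawn from the samples, 39 gave as many miRNAs past the threshold, so a count of 1 is no more than other groupings of these samples give. In the normalized table the assay is undetermined in all 3 treated samples of 24 h and has a Ct in the 9 other αTC1-6 samples. In the non-normalized table, 3 of the 3 treated samples of 24 h have a Ct of miR-380-3p, with a mean of 32.3 ± 1.59 cycles (SD). The wells of the 24 h samples set to undetermined by the authors may therefore account for the size of this difference. With the non-normalized values the difference was 2.17 with an adjusted p-value of 0.996, in a range from 3.21e-05 to 0.996 over the alternatives. A difference in the biological response between the time points stays open and was not tested in other samples.

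Of the 18 miRNAs found only in αTC1-6, 11 have a Ct in all 3 βTC1 samples of the non-normalized table, miR-296-3p and miR-298-5p among them. Another 2 of the 18 have a Ct in 1 or 2 of the βTC1 samples, and 5 have none. Among the wells of card A that have a Ct in the non-normalized table and none in the normalized table, 7.61% of 631 have a Ct above 35 and the median is 28.4 cycles, which argues against a removal of late amplification as the whole reason. Where the 3 samples of a group were all set to undetermined, the median SD between replicates was 3.09 times that of miRNAs kept in all 3 (1.80 cycles over 83 cases against 0.581 over 643). Kept miRNAs of the nearest Ct had a median SD of 0.730, and the SD was larger in 72 of the 83 cases, a comparison added after the ratio was seen. Removal of irreproducible amplification is therefore a candidate explanation for the undetermined wells. For the 11 miRNAs themselves, the SD between βTC1 samples exceeded that between αTC1-6 samples for 9 of the 11 (p = 0.0654, exact sign test), too few miRNAs to decide. Amplification in the plant negative control, an assay for a miRNA that mouse cells lack, was also compared. Of 22 Ct values, 10 lay below the Ct of this control in the same sample, but 10 of 11 did so in βTC1 replicate 1, where the control had a Ct of 30.8, and 0 of 11 in βTC1 replicate 2, where it had a Ct of 17.1. In βTC1 replicate 3 the control on card A had no Ct and all 11 miRNAs had one, and these values are not among the 22. This goes against amplification like that of the control on card A in that replicate. On card B of the normalized table, however, the control had a Ct of 31.1 in βTC1 replicate 3. For these 11 miRNAs, expression in βTC1 and nonspecific amplification cannot be told apart with this control, because the control itself differs by that much between replicates. For miR-296-3p and miR-298-5p, the paper also reports single TaqMan assays without expression in βTC1, which are not analysed here. If the Ct values are read as expression, it is not low for all of the 11, as miR-296-3p has a mean ΔCt of 6.13 in βTC1 against 8.93 in αTC1-6, and miR-298-5p one of 7.27 against 6.75. MiR-298-5p had an SD of 0.527 cycles in βTC1, which is less than its SD of 0.928 in αTC1-6.

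Between the untreated αTC1-6 of 48 h and 24 h, a comparison that the paper does not report, 29 of 489 miRNAs were past the threshold, 27 of them higher at 48 h. Leaving out any 1 of the 48 h controls gave 0 past the threshold, with 20, 13 and 19 at an unadjusted p-value under 0.05 without replicates 1, 2 and 3. This says nothing about the stability of 26 of the 27, which then have too few Ct values to be tested, while the remaining 1 and the 2 lower at 48 h were tested and did not pass. Of the 27, 25 are undetermined in all 3 controls of 24 h in the normalized table, while 15 of the 27 have a Ct in all 3 of them in the non-normalized table and all 27 have one in at least 1. This share is a narrow majority. With the non-normalized values, 2 miRNAs were past the threshold, both lower at 48 h, and 0 of them are among the 29. The wells of the 24 h samples set to undetermined by the authors may thus account for most of the 27. Of the 10 splits of the 6 samples, 1, the real one, gave as many miRNAs past the threshold, which is the lowest number that this design allows. A change of the cells with time in culture stays open.

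The plant negative control on card A has a Ct in all 6 samples of 48 h in the normalized table and in 0 of the 9 samples of 24 h. In the non-normalized table 5 of the 9 samples of 24 h have a Ct for it. The wells of the 24 h samples set to undetermined by the authors may account for the contrast in those 5 samples, and 4 had no Ct in either table. On card B of the normalized table, the control had a Ct at both time points. The exceptions were treated αTC1-6 replicate 3 and βTC1 replicate 1 of 24 h, and untreated αTC1-6 replicate 2 of 48 h. The contrast was therefore seen on card A only. No biological explanation was tested, as the assay has no target in mouse cells.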

How the results depend on the processing

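The splits of the samples in this part were counted only after the results were seen. The Ct values of the non-normalized table and the first of the duplicate wells are alternatives added after the data had been seen.

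The number of miRNAs past the threshold at steady state was 142 and stayed between 95 and 169 under the alternatives, except for 81 with a Ct under 40 in every sample, where 326 miRNAs could be tested. It was 101 with the non-normalized table, 88 of them shared, and 121 with the replicate block. Leaving out 1 replicate gave 94 to 110, with 94 without αTC1-6 replicate 3, βTC1 replicate 1 or βTC1 replicate 2. Of the 142, 19 could not be tested without an αTC1-6 replicate and 28 without a βTC1 replicate, and the other losses were miRNAs tested and no longer past the threshold. Of the 10 splits of the samples, 1, the real one, gave as many, the lowest number possible with 3 against 3.

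At 24 h of cytokines the count of 1 became 0 with a Ct under 40 in every sample (21 at an unadjusted p-value under 0.05), with Ct values above 35 set to 35 (22), with undetermined wells as missing (25), with the replicate block (46), with the variance trend (19) and with the non-normalized table (25). It was 2 in the fit over all 15 samples. Leaving out 1 replicate gave 0 to 2, with 0 without untreated replicate 2 (14 unadjusted) or replicate 3 (13). MiR-380-3p could not be tested without any 1 of the untreated replicates, and the 1 without untreated replicate 1 is another miRNA. Of the 10 splits, 7 gave at least as many, and 3 of the 4 splits that part all replicate pairs did.

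At 48 h the count of 3 became 1 with undetermined wells as missing, 5 in the fit over all 15 samples and 0 when the replicates were paired in a block (121 unadjusted). Over 278 miRNAs, Pearson's r between treated and untreated samples of the same number, as deviations from their group means, was 0.259 to 0.443 at 48 h and 0.276 to 0.476 at 24 h. Leaving out 1 replicate gave 0 to 5, with 0 without cytokine-treated replicate 2 (44 unadjusted) or replicate 3 (37), where 2 of the 3 could not be tested, and 5 without untreated replicate 1. Of the 10 splits, 2 gave at least as many, and of the 4 that part all pairs only the real one did.

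The 29 miRNAs between the controls of 48 h and 24 h became 1 with a Ct under 40 in every sample, 2 with undetermined wells as missing and 2 with the non-normalized table, and 0 to 30 with 1 replicate left out (0 without any of the 48 h controls, with 20, 13 and 19 unadjusted, where 26 of the 29 could not be tested). The count of 1 for the difference between the cytokine effects became 2 with median centring, on Ct values without normalization and with no filter. It became 0 with a Ct under 40 in every sample (18 unadjusted), with Ct values above 35 set to 35 (20), with undetermined wells as missing (27) and with the non-normalized table (17), and 1 to 4 with 1 replicate left out (4 without treated 24 h replicate 1, 3 without untreated 24 h replicate 2).

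The 18 miRNAs found only in αTC1-6 became 28 when 2 of 3 undetermined βTC1 samples sufficed, 39 with the 48 h controls and 10 with the non-normalized table (5 shared). The 27 found only in βTC1 became 10 with the 48 h controls and 6 with the non-normalized table (3 shared). The other alternatives gave 21 to 26 and 28 to 39. The correlation across miRNAs between the effects at 24 h and 48 h (0.314) was 0.194 over all assays tested and 0.211 to 0.346 with 1 replicate left out, the lowest without untreated 48 h replicate 2. That between miR-296-3p and miR-298-5p over the αTC1-6 samples kept its direction under every alternative run.

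Reversed signs occurred for small differences and for miR-296-3p. At steady state the log2 difference of miR-296-3p was -2.80 with the non-normalized table. That of miR-30d was -0.46 with U6 and small nucleolar RNA controls, -0.30 with the 48 h controls and -0.28 to 0.47 with 1 replicate left out. At 24 h of cytokines, let-7a* was 0.10 with the first well of duplicates, miR-15b* 0.057 with median centring and miR-494 -0.18 without normalization. With 1 replicate left out, miR-21 ranged from -0.082 to 0.69, let-7a* from -0.78 to 0.28, miR-130b* from -0.80 to 0.22, miR-15b* from -0.40 to 0.18 and miR-494 from -0.45 to 0.28. At 48 h, median centring gave 0.27 for miR-296-5p and 0.30 for miR-190. Between the controls of 48 h and 24 h, miR-296-3p was 0.058 with median centring and 0.23 without normalization. Apart from the smaller numbers of miRNAs or samples tested, the cause was not tested.

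Over the 86 results for named miRNAs, 1127 of 1186 values under the alternatives kept their direction and side of the threshold, 38 were weaker, 11 stronger and 10 reversed. With 1 replicate left out, 459 of 489 kept both, 17 were weaker, 0 stronger and 13 reversed. With 3 replicates, the check on simulated data called 7.93% of the miRNAs changed by a log2 of 1, so differences of this size were mostly not detectable.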

Differences from the paper's values

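The values of the paper in this part are from its Additional files 1 and 4, as log2 of the fold change. The Ct values of the non-normalized table, the first of the duplicate wells and the omission of wells with a Ct under 12 are alternatives chosen after the values were seen, and none of them closed a gap below.

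In αTC1-6 after cytokines, the log2 fold change of miR-411* at 48 h was -2.35 here against -1.78 in the paper. Of the alternatives set before the data were examined, median centring (-1.67), Ct values without normalization (-2.26) and the U6 and small nucleolar RNA controls (-1.71) came within the replicate SD, and the others did not. The log2 fold change of miR-494 at 24 h was 0.015 here against -0.014 in the paper, and only the Ct values without normalization (-0.18) had the sign of the paper.

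At steady state, the log2 fold change of miR-296-3p was at least 12.85 here against 11.96 in the paper, and the log2 fold change of miR-298 at least 15.03 against 10.76 in the paper. The log2 fold change of miR-335-3p was at least 17.55 against 14.83 in the paper, the log2 fold change of miR-335-5p at least 17.45 against 15.74 in the paper, and the log2 fold change of miR-467c at least 16.82 against 16.07 in the paper. Towards βTC1, the log2 fold change of miR-10a was at most -19.92 against -17.71 in the paper, the log2 fold change of miR-221 at most -15.84 against -15.06 in the paper, and the log2 fold change of miR-743a at most -15.74 against -12.76 in the paper. All 8 are set against a line undetermined in every sample of the normalized table, and are bounds only as far as that table goes, since the non-normalized table holds Ct values in that line for each of them. Of the alternatives set before the data were examined, setting Ct values above 35 to 35 gave bounds that do not exceed the values of the paper (7.85, 10.03, 12.55, 12.45, 11.82, -14.92, -10.84 and -10.74, in the same order). The U6 and small nucleolar RNA controls brought miR-296-3p (12.33) and miR-467c (16.30) within a factor of 1.5 of the paper, and the others closed no gap.

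The log2 fold change of miR-154* was 7.82 here against 9.83 in the paper, the log2 fold change of miR-19b was -12.26 against -14.62 in the paper, and the log2 fold change of miR-222 was -10.10 against -8.89 in the paper. For these 3, none of the alternatives set before the data were examined closed the gap. The log2 fold change of miR-135b was -9.70 against -10.78 in the paper, and among the alternatives set before the data were examined only the U6 and small nucleolar RNA controls (-10.22) came within the replicate SD.

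The paper names miR-203 and miR-298-5p among the miRNAs changed at 48 h. Here their adjusted p-values were 0.207 and 0.0610. The fit over all 15 samples called both, with 0.0249 for miR-203 in a range from 0.0249 to 0.318 over the alternatives and 0.00814 for miR-298-5p in a range from 0.00814 to 0.895. MiR-298-5p was also called with a Ct under 40 in every sample (0.0436), with Ct values above 35 set to 35 (0.0494) and with the variance trend (0.0325). MiR-448 and miR-351, both with an adjusted p-value of 0.00458 here, are not on the list of the paper. The fit over all 15 samples did not call miR-351 (0.0735), which had a range from 0.00281 to 0.0740 over the alternatives, and the replicate block called neither.

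The paper states that miR-296-3p and miR-298-5p are not made in βTC1. The non-normalized table holds a mean Ct of 24.4 ± 1.80 and 25.5 ± 0.527 cycles (SD, n = 3) for them in βTC1, while the normalized table leaves them undetermined. The statement of the paper also rests on single TaqMan assays, which found neither miRNA in βTC1 or INS-1 cells. Those assays are not analysed here.

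The paper counts 23 and 26 miRNAs found only in αTC1-6 and only in βTC1, and 50 and 74 others that were higher in each line. The counts here, 18 and 27, and 39 and 58, are within a factor of 1.5 of these.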

Other observations

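The tests in this part were chosen only after the results were seen, except for the following. Both correlations were set at the start with their alternatives, apart from the rank among 310 miRNAs, the values of the 24 h samples alone, the non-normalized table and the omission of named miRNAs. The test of the differences between duplicate wells (without the shuffled pairs), that of the chromosome 12 region with the non-normalized table and that of neighbouring miRNA genes were written down before their results were seen. In all, 22 explanations were tested here and in the parts above.

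Over the αTC1-6 samples, the ΔCt values of miR-298-5p rose with those of miR-296-3p on the arrays, with Pearson's r of 0.959 (permutation test, p = 2e-05) and Spearman's rho of 0.955 (permutation test, p = 6e-05) over the 11 samples with both values. After removal of the mean of each condition r was 0.863 (permutation test, p = 0.00038), and without the 2 samples farthest from the median of miR-296-3p it was 0.923 over 9 samples (permutation test, p = 0.0003). Within the 6 samples of 24 h r was 0.912 (exact permutation test, p = 0.00278), and the 5 samples of 48 h were too few. Among 310 miRNAs with a Ct in all αTC1-6 samples, miR-298-5p had the highest r with miR-296-3p, and the next highest was 0.865. On Ct values without normalization r was 0.967, after median centring 0.946 and with the non-normalized table 0.947 over 12 samples. No other pair of miRNAs was tested for significance.

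Across 310 miRNAs, which are not independent replicates, the cytokine effects at 24 h and 48 h had a Pearson's r of 0.314 and a Spearman's rho of 0.198, and 61.3% of the miRNAs had the same sign. This share is not stable, since it was 50.0% without untreated 24 h replicate 1 and 44.5% without treated 24 h replicate 3, and up to 68.7% without the other samples. Without miR-146a, miR-203 and miR-298, r was 0.263 over 307 miRNAs. MiR-296-3p is not among the 310, as its well in untreated 48 h replicate 1 is blank. The difference between the effects had an adjusted p-value of 0.992 for both miR-296-3p and miR-298-5p.

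Of the miRNAs encoded in the Meg3 to Mirg region of chromosome 12, 70.6% of the 51 tested were past the threshold and higher in αTC1-6 at steady state, against 4.99% of the 361 other miRNAs with a gene in the annotation (Fisher's exact test, two-sided, p = 1.96e-26). The test counts miRNAs as independent, although those of the region are neighbours measured in the same samples, so this p-value is too small. The 36 became 21 to 35 with 1 replicate left out and 20 to 43 under the other alternatives. Wells set to undetermined by the authors do not account for the pattern, since 48 of 60 miRNAs of the region had a positive log2 difference with the non-normalized table and 32 were past the threshold. These miRNAs may be regulated together in αTC1-6, a hypothesis found and tested on the same data, and a shared loss in βTC1 stays equally open. Neighbouring miRNA genes changed in the same direction between the lines in 65 of 90 pairs, where 52.5% would be expected (permutation test, p = 0.0001, the smallest that 10000 permutations can give). Without this region 41 of 58 pairs did (permutation test, p = 0.0033), and also without pairs of the same miRNA number 33 of 46 (permutation test, p = 0.0067). This is consistent with a shared transcript or a shared chromosomal change, which the arrays do not separate.

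Ct values lay close to whole cycles on both cards. On card B this holds for 39.8% of 4477 Ct values, and on card A for 50.9% of the 1970 Ct values under 25, counted within 0.1 of a whole cycle, where 20% would be expected. Of all 4904 values of card A, 39.0% lay less than 0.1 cycle below a whole cycle. The share among early Ct values argues against late amplification as the reason. Steps of whole cycles in the reading would leave differences between the duplicate wells of card B near whole cycles, and 21.1% of 634 differences of 0.5 cycle or more did so (exact binomial test, p = 0.487). This leaves steps in part of the wells open, because the duplicate wells themselves lie near whole cycles (39.8% of the first and 36.5% of the second wells), and shuffled pairs of them gave 24.9%, with 95% of the shuffles between 21.6% and 28.1%. No biological explanation was tested.

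The log2 fold changes of the 22 miRNAs of Additional file 4 in the paper differed from those computed here by a median of 0.113 (SD 0.208) at 48 h and -0.127 (SD 0.367) at 24 h. At 48 h the median difference was 0.441 larger on card B (0.520 over 7 miRNAs) than on card A (0.0794 over 15), which argues against a single normalization constant for the whole comparison. Within a card, the SD of the differences was 0.0233 on card B and 0.0665 on card A at 48 h. It was 0.0140 on card B at 24 h, and each was smaller than the median difference. A normalization constant for each card other than miR-26a may account for card B at both time points. On card A at 48 h it leaves part open, as the differences ran from 0.050 to 0.283. On card A at 24 h the SD was 0.413 around a median of -0.0294, with differences from -0.64 to 1.25, which argues against a constant there. No biological explanation applies, as both sets of values are from the same samples. At steady state the SD of the differences was 1.87 (r = 0.973).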
